# Exploring the Mechanism of Adjuvant Treatment of Glioblastoma Using Temozolomide and Metformin

**DOI:** 10.3390/ijms23158171

**Published:** 2022-07-25

**Authors:** Shao-Wei Feng, Pei-Chi Chang, Hsuan-Yu Chen, Dueng-Yuan Hueng, Yao-Feng Li, Shih-Ming Huang

**Keywords:** metformin, glioma, glioblastoma, adjuvant treatment, temozolomide, O^6^-methylguanine-DNA methyltransferase

## Abstract

Glioblastoma is the most frequent and lethal primary central nervous system tumor in adults, accounting for around 15% of intracranial neoplasms and 40–50% of all primary malignant brain tumors, with an annual incidence of 3–6 cases per 100,000 population. Despite maximum treatment, patients only have a median survival time of 15 months. Metformin is a biguanide drug utilized as the first-line medication in treating type 2 diabetes. Recently, researchers have noticed that metformin can contribute to antineoplastic activity. The objective of this study is to investigate the mechanism of metformin as a potential adjuvant treatment drug in glioblastoma. Glioblastoma cell lines U87MG, LNZ308, and LN229 were treated with metformin, and several cellular functions and metabolic states were evaluated. First, the proliferation capability was investigated using the MTS assay and BrdU assay, while cell apoptosis was evaluated using the annexin V assay. Next, a wound-healing assay and mesenchymal biomarkers (N-cadherin, vimentin, and Twist) were used to detect the cell migration ability and epithelial–mesenchymal transition (EMT) status of tumor cells. Gene set enrichment analysis (GSEA) was applied to the transcriptome of the metformin-treated glioblastoma cell line. Then, DCFH-DA and MitoSOX Red dyes were used to quantify reactive oxygen species (ROS) in the cytosol and mitochondria. JC-1 dye and Western blotting analysis were used to evaluate mitochondrial membrane potential and biogenesis. In addition, the combinatory effect of temozolomide (TMZ) with metformin treatment was assessed by combination index analysis. Metformin could decrease cell viability, proliferation, and migration, increase cell apoptosis, and disrupt EMT in all three glioblastoma cell lines. The GSEA study highlighted increased ROS and hypoxia in the metformin-treated glioblastoma cells. Metformin increased ROS production, impaired mitochondrial membrane potential, and reduced mitochondrial biogenesis. The combined treatment of metformin and TMZ had U87 as synergistic, LNZ308 as antagonistic, and LN229 as additive. Metformin alone or combined with TMZ could suppress mitochondrial transcription factor A, Twist, and O^6^-methylguanine-DNA methyltransferase (MGMT) proteins in TMZ-resistant LN229 cells. In conclusion, our study showed that metformin decreased metabolic activity, proliferation, migration, mitochondrial biogenesis, and mitochondrial membrane potential and increased apoptosis and ROS in some glioblastoma cells. The sensitivity of the TMZ-resistant glioblastoma cell line to metformin might be mediated via the suppression of mitochondrial biogenesis, EMT, and MGMT expression. Our work provides new insights into the choice of adjuvant agents in TMZ-resistant GBM therapy.

## 1. Introduction

Brain tumors are responsible for substantial morbidity and mortality worldwide. Gliomas are the most common central nervous system (CNS) malignancies, accounting for one-quarter of all CNS neoplasms. The most lethal glioma is *isocitrate dehydrogenase* (*IDH*) wild-type glioblastomas, World Health Organization (WHO) grade 4 [1]. Since the revision of the updated edition of the WHO classification published in 2016 [2], molecular information has played a critical role in prognosis prediction and treatment, including *IDH* [3,4], 1p19q [2], *epidermal growth factor receptor amplification* [5], chromosome 7 gain and chromosome 10 alterations [5], *telomerase reverse transcriptase* promoter mutation [5], *cyclin-dependent kinase inhibitor 2A/B* homozygous deletion [6], and *O^6^-methylguanine-DNA methyltransferase* (*MGMT*) methylation status [7]. However, despite these advances in molecular stratification, the therapeutic choice is still limited because of the considerable blood–brain barrier; therefore, there are a few efficient drugs available against this deadly neoplasm. Temozolomide (TMZ), an oral alkylating agent, has been widely used as a first-line chemotherapeutic agent since 2005 [8]. However, drug resistance often occurs because of the loss of *MGMT* methylation or the base excision repair mechanism [9]. Hence, the overall survival among patients with glioblastoma remains poor at 14.6 months. Therefore, there is a need to identify new biomarkers and treatments that improve patient outcomes.

Metformin is a biguanide drug utilized as the first-line medication in treating type 2 diabetes. It represses gluconeogenesis in the liver, stimulates peripheral cells to insulin, enhances glucose uptake, inhibits mitochondrial respiration, and decreases glucose absorption by the gastrointestinal tract [10,11,12,13]. Metformin is a generally safe drug under careful monitoring (i.e., outpatient clinic follow-up, renal function, hemoglobin A1c, etc.); it has been used daily in millions of patients for a long time. Although the most critical complication of metformin is lactic acidosis, its occurrence in patients is unusual [14,15,16]. Repositioning metformin for cancer therapy or prevention is also applicable to buformin and phenformin, both of which are similar in function to metformin in current cancer treatment. Higher doses of biguanides might apply a direct antitumor impact at doses lower than those used for antidiabetic effects. A range of doses exists for biguanides to serve as diabeto-biguanides (for type 2 diabetes mellitus) or onco-biguanides (for cancers) [17]. Their potential influence on numerous cancers such as leukemia [18], colon cancer [19], melanoma [20,21,22], breast cancer [23], prostate cancer [24], pancreatic cancer [25,26], endometrial carcinoma [27], and lung cancer [28] has also been investigated. Metformin has also been associated with better overall and progression-free survival in high-grade glioma patients [29]. However, there is still insufficient evidence underlying the therapeutic role of metformin in glioblastoma.

The present study aims to investigate the mechanism of metformin as a potential treatment drug in glioblastoma. Furthermore, metformin might act via potential mechanisms to overcome resistance to current TMZ treatment. Our work provides new insight into the choice of therapeutic agents and TMZ resistance in glioblastoma treatment.

## 2. Results

### 2.1. Metformin-Decreased Cell Viability and Proliferation in a Dose-Dependent Manner in Three GBM Cell Lines

Metformin has been reported to be an antitumor agent in many cancers. This study applied metformin to address its antitumor mechanisms in three GBM cell lines, U87MG, LNZ308, and LN229. First, GBM cells were supplemented with indicated concentrations of metformin for 24 and 48 h to analyze its cytotoxic effect on U87MG, LNZ308, and LN229 cells. We found that the cell viability was suppressed in a metformin dose-dependent manner (Figure 1A). For the 48 h experiment, the IC_50_ values of U87MG, LNZ308, and LN229 cell lines were 62, 69, and 74 mM, respectively (Figure 1A). To further determine if the decrease in cell viability was relevant to cellular proliferation, we used the BrdU assay to examine the cell proliferation status with the indicated metformin concentrations (Figure 1B,C). In the U87MG cells, the BrdU of 125 mM metformin-treated cells dropped to 4.27% from the original 40.72%. For the LNZ308 cells, it fell to 23.94% compared to the control value of 32.73%. Interestingly, it only showed a slight decrease from 32.56% to 31.66% in LN229 cells. In these experiments, we noted that metformin could impair glioma cell viability and was relevant to the suppression of cell proliferation. We further applied 100 mM metformin in the organotypic slice culture of GBM. Furthermore, the proliferative index, Ki-67, also significantly decreased when supplemented with metformin compared to the control (Figure 1D,E).

### 2.2. Metformin Induced Apoptosis in All Three GBM Cell Lines

The cytotoxic effect of metformin might be due to the suppression of cellular proliferation and the induction of apoptosis. As shown in Figure 1, metformin altered cellular proliferation in U87MG and LNZ308 cells. Hence, we evaluated apoptosis according to the cell-cycle profile and annexin V staining using flow cytometry analysis. We found that the proportion of cells in the sub-G1 phase increased dramatically in a metformin dose-dependent manner in U87MG, LNZ308, and LN229 cells (Figure 2A). To further investigate why the percentage of cells in the sub-G1 phase increased, we examined the cellular apoptosis using annexin V staining. We noticed a significant dose-dependent increase in late-stage apoptosis in U87MG, LNZ308, and LN229 cells (Figure 2B,C).

### 2.3. Metformin Inhibited Cell Migration and Disrupted Epithelial–Mesenchymal Transition in GBM Cells

To further understand the relationship between metformin and alterations in cellular function, such as tumor migration ability and epithelial–mesenchymal transition (EMT), wound-healing assays were carried out with the U87MG, LNZ308, and LN229 cell lines. According to the results, 15 h after wounding, the migration area was significantly smaller in cultures with a higher metformin treatment concentration (Figure 3A). Next, we used three mesenchymal biomarkers (N-cadherin, vimentin, and Twist) to evaluate the EMT status of these tumor cells. The results showed a significant decrease in N-cadherin, vimentin, and Twist in some metformin-treated cells (Figure 3B,C). These experiments suggest that the reduction in EMT after metformin supplementation may be attributed to the reduction in migration.

### 2.4. The Transcriptome of the Metformin-Treated Group Revealed Distinct Signatures Compared to the Control with an Associated Increase in Reactive Oxygen Species and Hypoxia

Having determined the effects of metformin supplementation on GBM cell viability, proliferation, apoptosis, migration, and EMT status, we aimed to investigate the functional pathways mediating this activity. 

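LN229 is an established human glioblastoma cell line, and metformin is a biguanide used against type 2 diabetes. RNA was sequenced from 12 cultures of it, 6 controls and 6 given 100 mM metformin for 5 h, which the paper describes as independent experiments. The authors made 1 table per library that lists, for 21462 genes, the TPM, the RPKM, and the counts of reads in exons, in introns and across exon junctions. Exon reads totalled 19583535 to 21836186 per control library (median 20816197) and 14331617 to 19516144 per metformin library (median 18996071). The lowest total belongs to metformin replicate 1, and the other metformin libraries had at least 18525144. The aligner and the counting tool are not given in the sources used here. The submitters' processing notes name the mouse builds GRCm38 and mm10, but 21377 of the gene identifiers are human identifiers of GENCODE release 29, and 12017 genes have the same start and end there. Following the paper's methods, which name TPM, limma and an adjusted p under 0.05, genes were compared with limma on log2(TPM + 1). The test covered the 11306 genes with a mean TPM of at least 1 over the 12 libraries. Fold changes are on the log2(TPM + 1) scale and understate the change of low genes. TPM sums to the same total in every library, so it gives levels relative to the other genes. The median log2 fold change of all genes tested was -0.37, and 0.01 after each library was scaled by its median ratio to the geometric mean library.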

We compared LN229 cells treated with 100 mM metformin to the control group (*n* = 6 in each group) for RNA-sequencing analysis. 

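The 13 protein-coding genes of mitochondrial DNA took a smaller part of the transcripts after metformin. They made up 14.3% ± 0.42 of TPM in control libraries and 9.32% ± 0.54 in metformin libraries (SD, n = 6 each), and the ranges of the 2 groups, 13.8% to 15.0% and 8.53% to 9.94%, did not overlap. Over all genes tested, the difference between control and metformin took 50.6% of the total sum of squares of the log2 values. No other split of the 12 libraries into 6 and 6 gave as much (exact permutation test over all such splits, one-sided, p = 0.00216, the smallest these splits allow). In a principal component analysis of the same values, component 1 held 64.8% of the variance and component 2 held 29.9%. All control libraries scored below 0 on component 1, from -54.5 to -22.6, and all metformin libraries scored above 0. Metformin replicate 1 scored 118 on component 1, against 4.57 to 41.4 for the other metformin libraries. Leaving out metformin replicate 1 raised the share of the sum of squares between the groups to 77.4% and that of component 1 to 77.8%.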

In the principal component analysis (PCA), two separate clusters were identified (Figure 4A), matching perfectly with the initial group separation (control vs. metformin-treated cells). Then, each group’s top differentially expressed genes were determined and demonstrated as a heatmap (Figure 4B). 

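The genes with the largest increases whose libraries did not overlap between the groups were APOE, OVGP1, FGF18, C7orf61, ALLC, KLF5, NPC1L1, ARC, PYGM and SELPLG. APOE, which encodes apolipoprotein E (ENSG00000130203, chromosome 19, 44905791 to 44909393), had a TPM of 0.628 ± 0.19 in control and 45.0 ± 12.9 in metformin (SD, n = 6 each). This is a log2 fold change of 4.79 (standard error 0.16, limma adjusted p = 1.3e-09). KLF5, a Kruppel-like transcription factor (ENSG00000102554, chromosome 13, 73054976 to 73077541), went from 9.23 ± 2.01 to 142 ± 78.4 TPM (log2 fold change 3.48, standard error 0.51, limma adjusted p = 0.00012), and the low value of its metformin group is 17.2 in replicate 1. ARC, an immediate early gene of neurons (ENSG00000198576, chromosome 8, 142611049 to 142614479), went from 40.7 ± 1.62 to 434 ± 153 TPM, a log2 fold change of 3.31. APOE, OVGP1, FGF18, C7orf61, PYGM and SELPLG had a TPM under 2 in control and have a gene of at least 10 TPM upstream on the same strand, at most 20 kb away or overlapping them. For APOE this is TOMM40, at 2102 bp. ALLC and NPC1L1 were also under 2 TPM in control and have no such gene. The largest decreases were in KRTAP2-3, KRTAP4-8, CCDC71, HPS6, TMEM177, EDN1, KRTAP4-9, ZNF691, CYREN and DOLK. CCDC71 (ENSG00000177352, chromosome 3, 49162535 to 49166331) fell from 41.3 ± 1.39 to 2.20 ± 0.64 TPM, a log2 fold change of -3.75 (standard error 0.13, limma adjusted p = 1.7e-09). EDN1, which encodes the vasoconstrictor endothelin-1 (ENSG00000078401, chromosome 6, 12290361 to 12297194), fell from 52.6 ± 4.36 to 4.81 ± 1.66 TPM, a log2 fold change of -3.28. KRTAP2-3, with a log2 fold change of -4.04, and the other keratin-associated protein genes have near-identical copies that can share reads, so their values are uncertain. Of the 50 genes read from the heatmap, 47 passed the filter on TPM. All 22 of these shown as lower were lower and all 25 shown as higher were higher at an adjusted p under 0.05. All 50 lie on chromosome 1. That chromosome holds 1147 of the genes tested and 564 (10.0%) of the 5630 genes called, so the calls are not confined to it. Among the heatmap genes CPT2, a mitochondrial enzyme of fatty acid oxidation, had a log2 fold change of -2.38. SESN2, a stress-induced regulator of mTOR signalling, had 1.64. These genes were read from the heatmap, which was made from the same libraries, so the tally is not independent evidence of their direction.

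**Figure D1:**
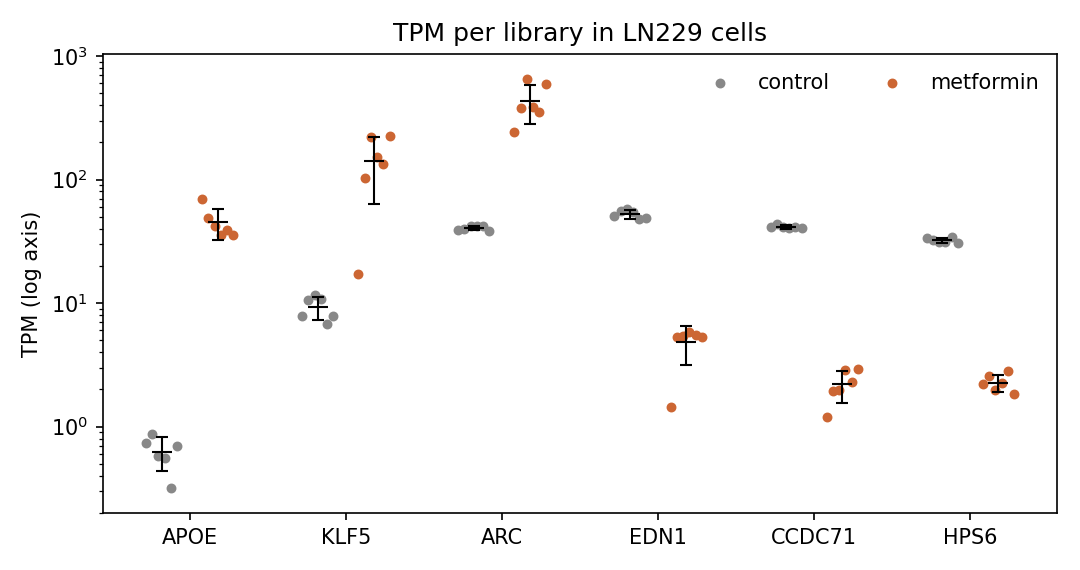
TPM of 6 genes in each LN229 library, on a log axis. Grey points are the 6 control libraries and orange points the 6 metformin libraries of each gene, and bars give the mean and SD. The libraries of the 2 groups do not overlap for any of the 6 genes; KLF5 is at 17.2 in metformin replicate 1 and at 104 to 226 in the others.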

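In total 5630 of 11306 genes passed an adjusted p under 0.05 from limma, 905 higher and 4725 lower in metformin. Over all genes tested, 4752 (42.0%) had all 6 metformin libraries on one side of the 6 control libraries, which chance gives for 0.216% of genes, and 4586 of the 4752 were called. The split by direction rests on the scaling: after scaling by the median ratio 2570 genes were higher and 2927 lower, after quantile normalization 2342 and 3073, and in edgeR's quasi-likelihood test on the exon read counts 2768 and 2937. Leaving out metformin replicate 1 gave 1933 higher and 5574 lower, and 5625 of the 5630 genes were called again with the same sign. At an absolute log2 fold change of at least 1, 357 genes were higher and 1450 lower.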

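Immediate early genes, genes of osmotic stress and p53 targets rose on balance in metformin, and zinc finger genes fell. Of 31 immediate early genes measured, 20 were higher and 5 lower (the same numbers adjusted over the list alone), with JUNB, a subunit of the transcription factor AP-1, at a log2 fold change of 2.41, IER3 at 1.72 and IER5 at 2.06. DUSP1, a phosphatase that inactivates MAP kinases, went the other way at -2.33. Of 17 genes of osmotic stress, 13 were higher and 1 lower (the same numbers adjusted over the list alone). AKR1B1, the aldose reductase that makes the osmolyte sorbitol, rose from 259 ± 12.1 to 828 ± 88.1 TPM (SD, n = 6 each), and GADD45B had a log2 fold change of 0.77, while SLC2A1, the glucose transporter GLUT1, was the lower one at -0.71. Of 34 p53 targets, 14 were higher and 5 lower (15 and 5 adjusted over the list alone; 19 and 8 without metformin replicate 1), with CDKN1A, the cell cycle inhibitor p21, at 1.43, BBC3, the pro-apoptotic PUMA, at 1.28 and XPC, a DNA repair gene, at -1.77. The paper gives LN229 a changed p53 codon, and whether p53 itself drives these genes here was not tested. Of 32 genes of ATF4 and the integrated stress response, 13 were higher and 6 lower (the same numbers adjusted over the list alone), with ATF4 itself at 1.39, ATF3 at 2.83, GDF15 at 1.28 and AARS1, an aminoacyl-tRNA synthetase, lower, from 85.4 ± 9.90 to 43.8 ± 12.8 TPM. The lists share members, so their results are not independent. GDF15 is also in the list of p53 targets and ATF3 in that of osmotic stress, while IER3, DUSP1 and CDKN1A are also in the hypoxia list below. Of 21 heat shock genes, 7 were higher and none lower (the same adjusted over the list alone; 13 higher without metformin replicate 1), DNAJB1 at 1.30 and HSPB8 at 1.47 among them. Of 81 genes of the cytosolic ribosome, 35 were higher and 1 lower (26 and 1 adjusted over the list alone), with smaller changes such as 0.50 for RPL13A and 0.24 for RPL3. Of 295 zinc finger genes, 15 were higher and 201 lower (15 and 205 adjusted over the list alone; 30 and 213 without metformin replicate 1), with ZNF485 at -2.05, ZNF526 at -2.40 and ZNF703 at 2.36. Of 17 genes in a list of temozolomide damage repair, none was higher and 11 were lower (the same adjusted over the list alone). ALKBH2 was at -1.18 and PMS2, a gene of mismatch repair, at -1.05. Whether their fall changes repair or the response to temozolomide was not tested. Of the 13 genes of mitochondrial DNA 12 were lower (12 adjusted over the list alone), with MT-CYB at -0.99. In limma's camera test with a preset correlation of 0.01 the adjusted p was 6.1e-12 for immediate early genes, 1.1e-09 for osmotic stress, 2.9e-07 for p53 targets, 1.6e-06 for ATF4, 1.2e-05 for heat shock, 3.1e-22 for the ribosome, 4.1e-06 for zinc finger genes, 0.0019 for mitochondrial DNA and 0.049 for the repair list. With an estimated correlation none of the 34 lists tested kept an adjusted p under 0.05 (4 had an unadjusted p under 0.05): the adjusted p was 0.574 for immediate early genes, p53 targets, ATF4, heat shock and the ribosome, 0.421 for osmotic stress and mitochondrial DNA, and 0.739 for zinc finger genes and the repair list. Fry tests a list against no change and not against other genes. It called 9 of the 18 lists that camera called, in the same direction, and 8 others downward. It did not call heat shock (adjusted p = 0.204). Fry was run on unscaled values only, where the median of all genes lies below 0, which favours downward calls. After scaling by the median ratio, the mitochondrial DNA genes (0 higher and 4 lower, camera adjusted p = 0.257; MT-CYB was not called in edgeR) and the repair list (1 higher and 5 lower, 0.188) no longer passed, nor did they after removal of a trend on gene length, a setting chosen after seeing the data (0.075 and 0.077), while after scaling zinc finger genes were 37 higher and 173 lower. In the same scaling 21 genes of the ATF4 list were higher and 1 lower, 16 heat shock genes higher and 0 lower, 20 p53 targets higher and 3 lower, 23 immediate early genes higher and 3 lower, 13 genes of osmotic stress higher and 1 lower, and 41 genes of the cytosolic ribosome higher and 1 lower (76 and 1 in edgeR).

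**Figure D2:**
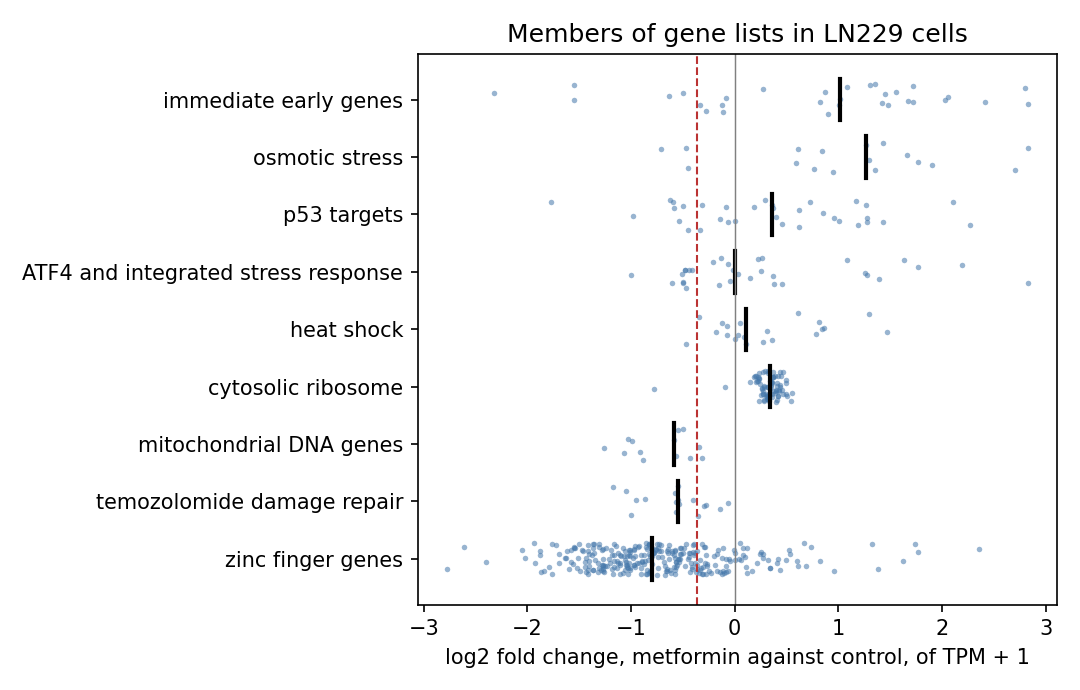
Log2 fold changes, metformin against control, of the measured members of 9 gene lists in LN229 cells. Each point is 1 gene, black bars are list medians, the dashed line is the median of all genes tested (-0.37) and the grey line is 0. The median lies at 1.01 for immediate early genes, 1.27 for osmotic stress and -0.80 for zinc finger genes.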

Next, the transcriptome data were uploaded into the GSEA platform to investigate the list of altered pathways. 

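Genes of the hypoxia list changed in both directions. Of 158 measured, 41 were higher and 41 lower in metformin (the same numbers adjusted over the list alone). PYGM, the muscle glycogen phosphorylase, rose by 3.29 on the log2 scale from a control TPM under 2. SF1 ends 4632 bp upstream of it on the same strand, and 60.6% of the exon reads of PYGM in metformin spanned exons. The list's median log2 fold change was -0.076 and its mean 0.094, both above the median of all genes. Relative to that median more members were higher: 74 higher and 23 lower after scaling by the median ratio. Without metformin replicate 1, 62 were higher and 53 lower. Among 26 core targets of hypoxia-inducible factor, 6 were higher and 4 lower (the same adjusted over the list alone; 13 and 4 after scaling, and 13 and 6 without metformin replicate 1). VEGFA, the angiogenic growth factor (ENSG00000112715, chromosome 6, 43770184 to 43786487), went from 13.1 ± 1.44 to 56.5 ± 22.2 TPM (SD, n = 6 each), a log2 fold change of 1.88 (standard error 0.32, limma adjusted p = 0.00036). It was at 15.3 TPM in metformin replicate 1 and at 52.8 to 77.5 in the other metformin libraries. ANKRD37 had a log2 fold change of 1.31 and NDRG1 1.11, while HILPDA, a lipid droplet protein, was lower at -1.44. Of 24 genes of glycolysis, 5 were higher and 3 lower (the same adjusted over the list alone; 17 and 2 after scaling, and 12 and 5 without metformin replicate 1), with the glucose transporter gene SLC2A3 at 1.45, TPI1 at 0.40 and the lactate exporter gene SLC16A3 at -1.69. In preranked gene set enrichment analysis the normalized enrichment score (NES) of the hypoxia list was 2.31 (adjusted p = 3.6e-11), while the core targets (NES 1.61, adjusted p = 0.064) and glycolysis (NES 1.14, adjusted p = 0.389) did not pass. With genes ranked by signal-to-noise and p from 100 permuted splits of the libraries the hypoxia list had 1.36 (permutation p = 0.14). The median and mean log2 fold change were -0.0050 and 0.064 for the core targets and 0.056 and -0.010 for glycolysis, and in limma's camera test, which compares with other genes, the adjusted p was 2.5e-06 for hypoxia, 0.0030 for the core targets and 0.0030 for glycolysis, all upward, and 0.718 for each with an estimated correlation; fry called none of the 3 (adjusted p = 0.805). The members of the hypoxia list were written down from knowledge of the hallmark collection and may differ from the version the paper used. The paper reasons from the lists that rank highest in its enrichment analysis that ROS and hypoxia are what metformin chiefly changes in these cells (Fig. 4C).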

According to the top 10 lists, reactive oxygen species (ROS) and hypoxia were identified as the main effects of metformin supplementation on LN229 GBM cells (Figure 4C).

### 2.5. Metformin Increased ROS Production, Impaired Mitochondrial Membrane Potential (MMP), and Reduced Mitochondrial Biogenesis in GBM Cells

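Of 44 measured genes of the reactive oxygen species pathway, 10 were higher and 9 lower in metformin (the same numbers adjusted over the list alone). CDKN2D, an inhibitor of cyclin-dependent kinases (ENSG00000129355, chromosome 19, 10566460 to 10569059), went from 20.3 ± 1.90 to 85.1 ± 8.27 TPM (SD, n = 6 each), a log2 fold change of 2.02 (standard error 0.088, limma adjusted p = 5.1e-09). FES, a tyrosine kinase, had a log2 fold change of 2.88 from a control TPM under 2. FURIN ends 237 bp upstream of it on the same strand, and 65.6% of the exon reads of FES in metformin spanned exons. SRXN1, which encodes the antioxidant enzyme sulfiredoxin, went the other way, from 91.0 ± 3.39 to 41.3 ± 9.54 TPM (log2 fold change -1.16, standard error 0.16, limma adjusted p = 7.3e-05). The superoxide dismutase genes did not pass the test: SOD1 had a log2 fold change of 0.11 (limma adjusted p = 0.34) and SOD2 0.078 (limma adjusted p = 0.71), although SOD2 passed after scaling by the median ratio (adjusted p = 7.4e-05). Of 25 targets of NRF2, the transcription factor of the antioxidant response, 5 were higher and 7 lower (the same adjusted over the list alone; 11 and 3 after scaling by the median ratio, which turns the balance, and 11 and 7 without metformin replicate 1), with OSGIN1 at -1.19. The camera test did not call the NRF2 list (adjusted p = 0.058, and 0.718 with an estimated correlation). For the reactive oxygen species list the NES was 1.90 (adjusted p = 0.0020), and camera's adjusted p was 4.9e-05, or 0.421 with an estimated correlation. After scaling by the median ratio 19 members were higher and 3 lower, and without metformin replicate 1 16 were higher and 11 lower.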

According to the GSEA, metformin-treated cells significantly increased the pathway of ROS generation. Next, we quantified ROS in the cytosol and mitochondria using DCFH-DA and MitoSOX Red dyes, respectively. We found that metformin induced cytosolic ROS production in U87MG and LNZ308 cell lines, but its effect was not obvious in LN229 cells (Figure 5A). Metformin induced mitochondrial ROS production in U87MG, LNZ308, and LN229 cells, whereas the highest concentration (125 mM) of metformin had no effect in LNZ308 cells (Figure 5B).

Metformin is a well-known inhibitor of complex I of the electron transport chain in mitochondria. Hence, we further examined the effect of metformin on MMP using JC-1 dye in GBM cells. Our JC-1 data showed that metformin only disrupted the MMP in LN229 cells (Figure 5C,D).

Peroxisome proliferator-activated receptor γ coactivator-1α (PGC-1α) and mitochondrial transcription factor A (mtTFA) are two key mitochondrial respiratory and biogenic factors for mitochondrial respiratory function [30,31]. Our Western blotting data (Figure 6A,B) showed that metformin tended to significantly decrease levels of both PGC-1α and mtTFA proteins in U87MG, LNZ308, and LN229 cells, suggesting that ROS production, membrane potential, and biogenesis might be disrupted in the mitochondria of metformin-treated GBM cells.

### 2.6. The Combinatory Effect of TMZ with Metformin on GBM Cells

TMZ is the only chemotherapeutic agent available for GBM treatment. We further examined whether metformin had a synergistic effect with TMZ on U87MG, LNZ308, and LN229 cells using combination index analysis. A combination index score <1 indicates a synergistic effect, whereas a score >1 indicates an antagonistic effect. The results showed that U87 was synergistic, LNZ308 was antagonistic, and LN229 was additive. U87MG, LNZ308, and LN229 cells dramatically reduced the dose of TMZ from 296, 545, and 111 μM to 112, 168, and 14 μM when metformin was supplemented at 5.6, 8.4, and 14 mM, respectively (Figure 7A–C). Patient-derived organoid culture was separated into four groups with different drug supplements, including vehicle, 50 mM metformin, 100 μM TMZ, and combined 50 mM metformin with 100 μM TMZ. The tumor cells in the control groups showed healthy tumor nuclei showing marked hyperchromatic. On the contrary, the tumor showed marked cytoplasm vacuoles and eosinophilia with the trend of decreasing tumor cells (*p* < 0.05) when supplemented with either metformin, TMZ, or a combination. In the comparison, we noticed that the group combined with metformin and TMZ showed the most apparent changes in the morphology and number of tumor cells (Figure 7D,E). We further examined the effect of metformin, TMZ, and their combination on the mitochondria of LN229 cells using a transmission electron microscope (TEM). We observed that the cancer cells revealed marked cytoplasm vesicles in the metformin treatment groups, whether alone or combined with TMZ (Figure 7E, white arrowhead). In contrast, no dramatic increase in cytoplasm vesicles was observed in the TMZ-only treatment group. However, there was no apparent difference in terms of cristae among these groups.

### 2.7. The Effect of Metformin on Mitochondrial Biogenesis and EMT in TMZ-Sensitive and TMZ-Resistant (TMZ-R) Glioma Cells

Our data showed that metformin suppressed mitochondrial biogenesis and EMT in GBM cells. We further addressed whether metformin could suppress mitochondrial biogenesis and EMT in TMZ-resistant GBM cells, i.e., the LN229 (+IRL) TMZ-R cell line. The induction of the MGMT protein is a well-known mechanism for the failure of TMZ treatment in GBM patients. Our LN229 (+IRL) TMZ-R cells exhibited an induction of MGMT proteins compared with LN229 (+IRL) parent cells (Figure 8A,B). In LN229 (+IRL) TMZ-R cells, metformin alone or combined with TMZ could significantly suppress the induction of MGMT proteins in a dose-dependent manner. We observed similar suppressive patterns for mtTFA and Twist in LN229 (+IRL) parent cells with LN229 (+IRL) TMZ-R cells. Our data support that metformin might overcome TMZ resistance in GBM treatment.

## 3. Discussion

Metformin was observed to inhibit the cell growth of various tumors such as lung cancer, breast cancer, colon cancer, prostate cancer, endometrial carcinoma, melanoma, leukemia, and pancreatic cancer [18,19,20,21,22,23,24,25,26,27,28]. Our experiment showed that metformin affected cell viability and proliferation to different degrees in glioblastoma cell lines U87MG, LNZ-308, and LN-299. Ki-67 is a nuclear antigen that indicates cell proliferation, and it is a prognostic factor in gliomas [32]. Our data showed a decrease in Ki-67-positive cells in the metformin-treated glioblastoma tissue. This is the first time that metformin has been shown to reduce the proliferation index, Ki-67, on the human organotypic slice culture platform in glioma.

Metformin can induce cell-cycle arrest in different cell-cycle phases in various cancer cells. In human osteosarcoma, metformin treatment inhibits cell proliferation by arresting progression in the G2/M phase [33]. Metformin induces G0/G1 phase cell-cycle arrest in myeloma and colon cancer [34,35]. Metformin can also affect apoptosis by increasing caspase 3 activity in human glioblastoma cells [36]. We noticed a significant dose-dependent increase in total apoptosis and late-stage apoptosis in three glioblastoma cell lines. Nevertheless, early-stage apoptosis was observed in U87MG and LN229 cells, but not LNZ308 cells.

Accordingly, the effects of metformin on different glioblastoma cell lines were inconsistent. Glioblastoma is highly infiltrative and invasive in brain structures via nearby rearrangement of the extracellular matrix [37]. Thus, glioblastoma is impossible to remove completely, and it has a high rate of recurrence. Metformin was found to decrease cell migration and invasion by deregulating miRNAs in pancreatic cancer cells [38]. Additionally, metformin could suppress human HEK/TL4 cell migration by downregulating interleukin-8 [39]. Metformin also inhibited migration in hepatocellular carcinoma by activating the AMPK pathway [40]. The migration ability of U87MG cells did not change significantly under low-dose metformin treatment but began to decline at 50 mM with statistical significance. In contrast, the migration of LNZ308 cells decreased dose-dependently with statistical significance. Under low-dose metformin treatment, the migratory capacity of LN229 cells was not affected by metformin but began to decline at 50 mM with statistical significance. According to the above results, metformin could affect the migration ability of glioblastoma cells, but the effect on each glioblastoma cell was different. Among them, the migration ability of LNZ308 cells was most easily affected by metformin, whereas LN229 was less susceptible. Migration ability is based on EM. Glioblastoma’s centrifugal migration happens in the EMT state. EMT is a characteristic of glioblastoma without treatment, but it can also be induced by surgical trauma, chemotherapy, and radiotherapy [41]. This study found that N-cadherin, vimentin, and Twist were downregulated in all three glioblastoma cell lines (U87MG, LNZ308, and LN229) with the increase in the metformin dose, indicating that metformin could reduce glioblastoma migration and invasion by inhibiting EMT.

According to the GSEA, the metformin-treated glioblastoma cells significantly increased the pathway of ROS generation. In a previous study, metformin was shown to inhibit colorectal cancer cell proliferation by increasing ROS generation and enhancing sensitivity to cisplatin [35,42]. In contrast, metformin could induce human breast cancer cell apoptosis by reducing ROS production [43]. Theoretically, metformin inhibits SOD (superoxide dismutase) activity and excessive ROS formation in the mitochondria [36]. Our data showed that ROS increased in the cytoplasm and mitochondria in U87MG cells. In LNZ308 cells, cytoplasmic ROS increased with an increasing dose of metformin, while mitochondrial ROS increased in a dose-dependent manner at low doses. When the dose increased to 125 mM, ROS began to exhibit a downward trend. In LN229 cells, cytoplasmic ROS production decreased at low doses of metformin but started to increase at 125 mM. In contrast, mitochondrial ROS was reduced at low doses, before increasing dose-dependently and then beginning to decline at 100 mM. Therefore, ROS generation that is due to metformin treatment was inconsistent across the different glioblastoma cell lines.

GSEA also identified an increase in the hypoxia pathway in metformin-treated glioblastoma cells. The mitochondria are critical to regulating cellular energy and metabolism, and they play a crucial role in maintaining cancer cell growth and survival. The membrane potential gradient of mitochondria is derived from the electron transport chain responsible for ATP synthesis [44]. The mitochondrial membrane potential declines when apoptosis occurs because of the release of cytochrome c from the mitochondria [45]. However, our data showed that metformin reduced the MMP gradient only in LN299 cells.

Mitochondria are critical mediators of tumorigenesis, as they are integral in stress sensing, which allows tumor adaptation to the environment [46]. Mitochondrial biogenesis involves the synthesis of new mitochondrial DNA (mtDNA), protein, and membrane, resulting in an increase in mitochondrial number and size. PGC-1α, a co-transcriptional regulation factor, regulates mitochondrial biogenesis via activating downstream transcription factors, including nuclear respiratory factors 1 and 2, and mtTFA. mtDNA is transcribed by the mitochondrial RNA (mtRNA) polymerase (POLRMT), which is enhanced by mtTFA. mtTFA facilitates the unwinding and flexing of mtRNA, ensuring the binding of POLRMT to the mtDNA promoters [30,31].

Metformin activates AMP-activated protein kinase (AMPK), which is an essential factor for PGC-1α post-translational modification in most tissue. PGC-1α phosphorylation is an element of mitochondrial biogenesis that is regulated only by AMPK [47]. High PGC-1α expression is correlated with metastasis and poor prognosis in breast and prostate cancer [48]. Our data showed that metformin could suppress PGC-1α and mtTFA expression, indicating that metformin could reduce mitochondrial biogenesis in all three glioblastoma cell lines.

Despite maximum treatment of glioblastoma, including surgical treatment, radiotherapy, and chemotherapy, patients only have a median survival time of 15 months [49]. The most common reason why glioblastoma treatment fails is TMZ resistance. MGMT plays the most important role in TMZ chemoresistance. MGMT can repair the main cytotoxic base pair O^6^-methylguanine, which is replaced by alkylating agent TMZ [9]. Metformin combined with chemotherapeutic agents can inhibit tumor metastasis via synergic effects in digestive system cancers, reproductive system cancers, prostate cancer, breast cancer, and lung cancer [50]. When evaluating brain drugs, the blood–brain barrier should be considered, as it can intercept most pharmaceuticals. Metformin can rapidly penetrate the blood–brain barrier to protect neurons [51]. Our data showed that metformin could suppress MGMT expression in TMZ-resistant glioblastoma cells (LN229 (+IRL) TMZ-R), suggesting that it can be repurposed to overcome TMZ resistance in glioblastoma tissue.

In addition to preclinical studies demonstrating that metformin could decrease glioblastoma cell proliferation and tumor growth both in vitro and in vivo [52], in 2019, Seliger et al. published a retrospective report showing that patients with glioma grade III had better overall and progression-free survival under metformin treatment. This could be related to WHO grade III gliomas having a higher percentage of IDH mutations, which may increase sensitivity to metformin [29]. From the comparison, all three cell lines are characteristics and unique. Briefly, in the new WHO classification system, the U87MG should be categorized as IDH mutant astrocytoma, Grade 4, while the others belong to IDH wild-type glioblastoma, Grade 4 (Table 1). Another independent article also demonstrated that gliomas with IDH mutations are metformin-hypersensitive [53]. These independent studies remarkably correlated our findings that the IDH mutant astrocytoma, U87MG, was much more sensitive to metformin than the other two cell lines. Furthermore, the differences between LNZ308 and LN229 include *p53*, *PTEN*, *p16*, and *p14* status, which might be the factors that caused the variable results between them. Cells with mutated IDH are deficient in reductive glutamine anaplerosis. Moreover, metformin can decrease the anaplerotic entry of glutamine into the tricarboxylic acid cycle by inhibiting oxidative glutamine anaplerosis. In consequence, these two conditions can lead to disorders of cell metabolism, reducing their survival [54]. Our findings indicate that metformin is worthy of further clinical study.

## 4. Materials and Methods

### 4.1. Cell Culture and Chemicals

U87MG, LNZ308, and LN229 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin (Invitrogen, Waltham, MA, USA) at 37 °C and 5% CO_2_. Metformin, TMZ, and 2′,7-dichlorofluorescein diacetate (DCFH-DA) were obtained from Sigma-Aldrich (St. Louis, MO, USA).

### 4.2. Metabolic Activity Analysis and the Combination Index

In summary, the cells were seeded onto 96-well plates and cultured for 24 h in the presence of the indicated drugs. Thermo’s Multiskan EX plate reader (Thermo Fisher Scientific, Waltham, MA, USA) was used to measure the absorbances at 490 nm after the cells were incubated with MTS solution (20 μL/well) for 2 h at 37 °C. MTS assay was performed using the CellTiter 96 Aqueous One Solution Cell Proliferation Assay Kit (Promega, Madison, WI, USA). To calculate the relative metabolism, the absorbance ratio between cells treated with drugs and untreated controls was multiplied by 100. To generate the isobologram, we utilized CalcuSyn (Biosoft, Cambridge, UK) to calculate the combination index (CI). As a rule of thumb, CI values <1 represent synergistic combination effects, whereas CI values > 1 represent antagonistic combination effects [55].

### 4.3. Fluorescence-Activated Cell Sorting (FACS), Cell-Cycle Profiling, Cellular Proliferation, and Analyses

We performed BrdU/7-AAD analysis using the FITC BrdU Flow Kit (BD Biosciences, San Jose, CA, USA) to determine the cell-cycle profile and cellular proliferation according to the manufacturer’s instructions and as previously described [56,57]. We measured cell-cycle profiles using FACS to determine the quantity of DNA in the cells. We fixed the cells in 70% ice-cold ethanol, stored them at −30 °C overnight, and washed them twice with ice-cold water, phosphate-buffered saline (PBS) supplemented with 1% FBS, and then stained with 7-AAD. The percentage of sub-G1 populations was determined using flow cytometry. To determine the incidence of apoptosis, we used BD Biosciences’ PE-annexin V Apoptosis Detection Kit. Apoptotic cell analysis was conducted using flow cytometry by using FACSCalibur flow cytometers (BD Biosciences), and the results were analyzed using Cell Quest Pro (BD Biosciences).

### 4.4. Cytosolic and Mitochondrial Reactive Oxygen Species (ROS) Assays

To detect the production of cytosolic ROS, we plated cells in six-well plates and treated them with metformin. After 3 h of drug treatment, living cells were stained with 10 μM DCFH-DA (Sigma-Aldrich) and incubated at 37 °C for 10 min. Stained cells were determined using flow cytometry. The fluorescent marker MitoSOX™ Red (Invitrogen) was used to determine mitochondrial ROS levels. Cells were incubated for 3 h with different concentrations of metformin. A 5 m solution of MitoSOXTM Red was used to stain living cells and harvest them at 37 °C for 10 min. A flow cytometry analysis was performed after the cells had been washed with PBS.

### 4.5. Mitochondrial Membrane Potential (MMP) Analysis

Mitochondrial depolarization was measured based on a decrease in the red/green fluorescence intensity ratio. We harvested all dead and viable cells, washed them with PBS, and then incubated them at 37 °C for 15 min with 1× binding buffer containing the MMP-sensitive fluorescent dye JC-1. JC-1 fluorescence was measured using Cell Quest Pro software (BD Biosciences) on channels FL-1 and FL-2 of a FACSCalibur flow cytometer after washing the cells once in PBS. As a starting point for M2 gating, the median fluorescence intensity of the vehicle was used as the forward scatter height (FSC-H) and side scatter height (SSC-H). Their quantification of monomer (FL-1, green fluorescence) and aggregate (FL-2, red fluorescence) forms of the dye, respectively.

### 4.6. Western Blotting Analysis

U87MG, LNZ308, and LN229 cells were lysed in radioimmunoprecipitation assay buffer (150 mM NaCl, 100 mM Tris-HCl (pH 8.0), 0.1% SDS, and 1% Triton X-100) at 4 °C. Following lysate separation with sodium dodecyl sulfate-polyacrylamide gel electrophoresis, proteins were immunoblotted with antibodies against α-actinin (ACTN) (sc-17829), peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α) (sc-518052), mitochondrial transcription factor A (mtTFA) (sc-376672), Twist (sc-81417) (Santa Cruz Biotechnology, Paso Robles, CA, USA), N-cadherin (#13116), vimentin (#5741) (Cell Signaling Technology, Danvers, MA, USA), and MGMT (ab108630) (Abcam, Cambridge, UK).

### 4.7. Organotypic Slice Culture of Glioblastoma and Immunohistochemistry

Surgical samples were used to prepare slice cultures following a protocol developed by Stoppini [58,59]. To prepare the slices, we used a tissue chopper (Nickle Laboratory Engineering Co., Surrey, Surrey, BC, Canada) to slice the samples into 400 μm thick slices. We cultivated them in DMEM containing 10% FBS and 1% penicillin–streptomycin (Invitrogen, CA, USA) in the first 2 days. Then, the slices were divided into two groups, including the control and metformin treatment groups. The culture medium was changed every 2 to 3 days and fixed with 10% nonbuffered formalin for tissue processing and paraffin embedding 3 days after drug treatment. Afterward, the tissue was cut into 5 um thick sections for Ki-67 (M7240, DAKO) immunohistochemistry using the Ventana Benchmark^®^XT automated immunostainer. First, to retrieve antigens from the samples, they were heated at 125 °C for 30 min in sodium citrate buffer (0.01 M sodium citrate, pH 6.2) using a pressure cooker. As a next step, we washed each retrieval slide three times in PBS for 5 min each. We uploaded the slides to the autostainer according to the manufacturer’s instructions. After optimizing the retriever and antibody concentrations, robust staining was observed for the positive but not for the negative control. The staining density of the slides was then examined by calculating how many Ki-67-stained cells were present per mm^2^. Finally, the density of each sample was subjected to statistical analyses using Student’s *t*-test.

### 4.8. RNA Sequencing Analysis

To investigate the alteration of the transcriptomes when supplemented with metformin, we collected the LN229 cells from 12 independent experiments, including six controls and the six samples supplemented with metformin. Next, we extracted the total RNA using TRIzol reagent (Invitrogen) and assessed its quality at 260/280 nm and 260/230 nm. Then, we used the mRNA Library Kit to reverse transcribe mRNA into 300–500 bp of cDNA and added an adaptor to both ends. The adapter fragment was attached to a flow cell, amplified by Bridge PCR, and submitted to RNA sequencing on the NextSeq 550 System. Through the bioinformatics pipeline of the Precious Common Instrument Center (PCIC, https://wwwndmc.ndmctsgh.edu.tw/english) (accessed on 21 December 2020) of the National Defense Medical Center, we obtained the TPM (transcripts per million) data of each sample for further investigation. The analyses were performed with R software (R version 4.1.0, www.r-project.org, developed at Bell Laboratories, Holmdel, NJ, USA) (accessed on 21 December 2020) and relevant R packages. We used the “limma” and “ggpubr” packages to perform mRNA quantification and regression, and identify differentially expressed genes. We used an adjusted *p*-value <0.05 as the cutoff and the “heatmap” package to construct a heatmap between treatment groups.

### 4.9. Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA, https://www.gsea-msigdb.org/gsea/index.jsp) (accessed on 15 January 2021) is a valuable tool to computationally analyze gene expression data [60]. The software interprets microarray data on a gene set basis. Gene expression data from the microarray experiments are used to generate a list of genes ranked by fold change. In GSEA, genes are ranked against an identified gene set (e.g., cancer hallmarks or immune gene sets). Gene set enrichment analyses determines where genes from a gene set appear on the list of ranked genes. Each gene set has a random distribution of genes, or genes are concentrated at either end of the ranked list (top or bottom). A gene set can, therefore, be determined to be significantly enriched in a phenotypic list based on their correlation.

### 4.10. Transmission Electron Microscopy Analysis

Glioblastoma cell line LN229 was cultured in 10 cm dishes and treated with metformin, TMZ, both drugs, and the control medium in the first step. After fixation in glutaraldehyde, 2% OsO_4_ was dissolved in distilled water for 1 h, then cells were dehydrated with ethanol and embedded in EPON. We examined ultrathin sections obtained with an ultramicrotome and stained with lead citrate and uranyl acetate under a transmission electron microscope (Hitachi High-Technologies H-7500, Tokyo, Japan).

### 4.11. Preparation of Patient-Derived Organoid Culture

Briefly, after obtaining the surgical sample from a glioblastoma patient, check the tumor components (dense cellular area) and remove the adjacent part [61]. Then, microdissect the tumor into the ideal size (around 0.5–1 mm) with spring scissors or blade. Next, wash the tissue several times to remove the excess RBCs. Then, place them on the horizontal rocking shaker inside the incubator for culturing. After the first week, remove the tumor-spared pieces and keep them incubated for another 2 weeks. Later, double bisect the grown organoid (1 piece to 4 pieces) and culture for another 2 weeks. Finally, take the robust organoid sample for further experiments.

### 4.12. Statistical Analysis

A minimum of three independent experiments are conducted to obtain a mean value. We used Student’s *t*-test for all comparisons (vehicle vs. drug). A *p* value of 0.05 was set as the threshold for statistical significance.

## 5. Conclusions

Our study showed that metformin decreased metabolic activity, proliferation, migration, mitochondrial biogenesis, and mitochondrial membrane potential and increased apoptosis and ROS in some GBM cells. The sensitivity of the TMZ-resistant GBM cell line to metformin might be mediated via the suppression of mitochondrial biogenesis, EMT, and MGMT expression. Our work provides new insights into the choice of therapeutic agents in TMZ-resistant GBM treatment.

## Figures and Tables

**Figure 1:**
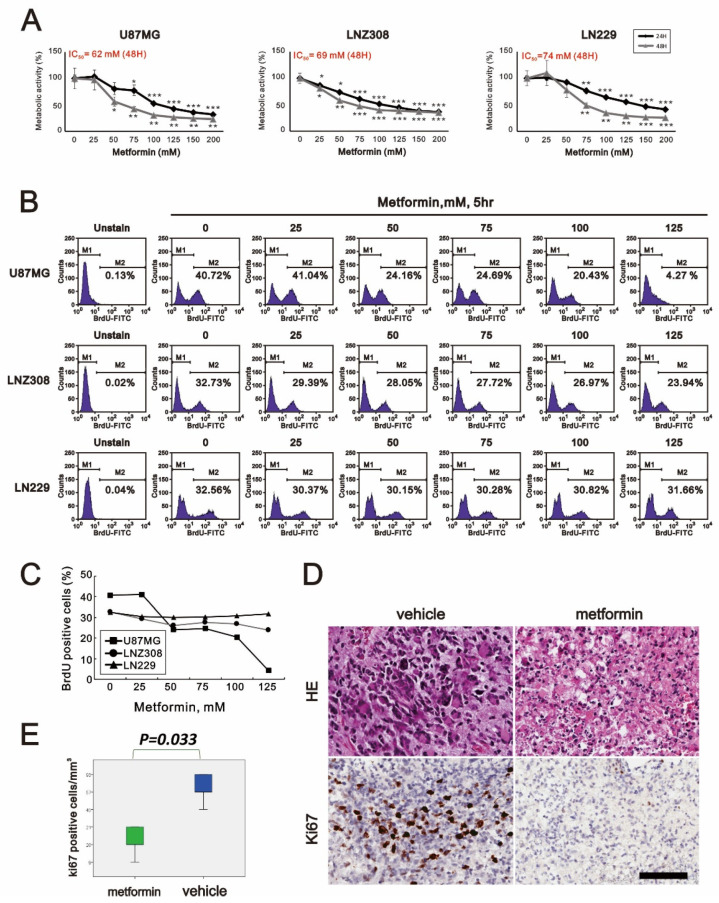
The effects of metformin on cell viability and proliferation in GBM. (**A**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations for 24 and 48 h. Metabolic activity was measured using MTS assays. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. (**B**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations for 5 h. They were subjected to BrdU proliferation analysis and (**C**) their quantification. (**D**,**E**) Sliced GBM tissue was treated with vehicle (control) or 100 mM metformin for 3 days and statistically analyzed using Student’s *t*-test (significance was set at *p* < 0.05). Scale bar is 50 µm.

**Figure 2:**
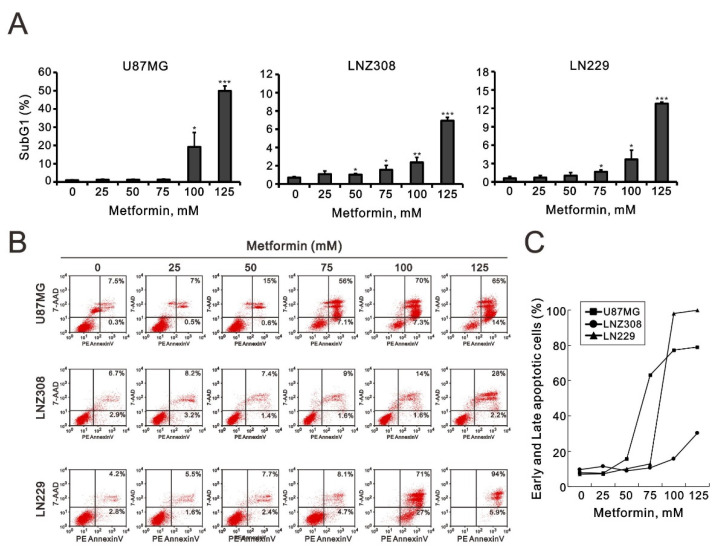
The effects of metformin on the cell-cycle profile and cellular apoptosis in GBM cell lines. (**A**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations for 24 h. The population of cells in the sub-G1 phase of the cell cycle was measured using flow cytometry analysis and statistically plotted. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. (**B**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations for 24 h. Cells were stained with PE–annexin V and 7-AAD and were measured using flow cytometry analysis. Their quantification of early and late apoptotic cells showed as (**C**).

**Figure 3:**
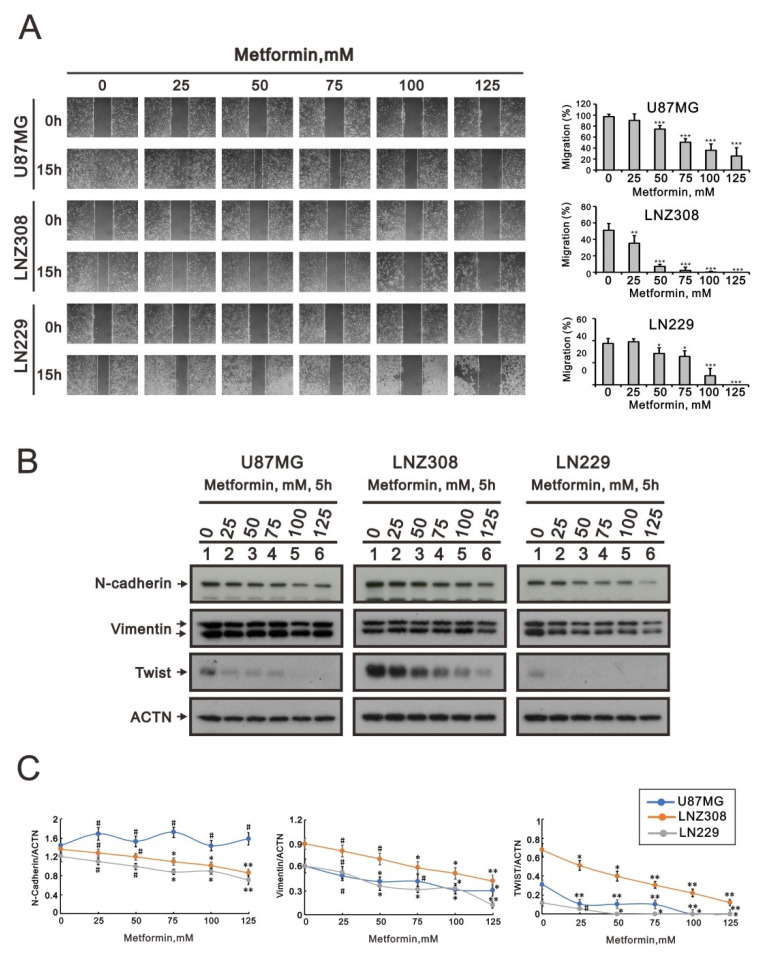
The effects of metformin on cell migration and EMT in GBM cell lines. (**A**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations. After 15 h, the cell migration was measured; * *p* < 0.05 and *** *p* < 0.001. (**B**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations for 5 h. Cell lysates were subjected to Western blot analysis using antibodies against the indicated proteins; ACTN was used as the protein-loading control. The protein bands were quantified through pixel density scanning and evaluated using ImageJ, version 1.44a (http://imagej.nih.gov/ij/) (accessed on 15 July 2022). (**C**) The ratios of N-cadherin/ACTN, Vimentin/ACTN, and TWIST/ACTN were plotted in the U87MG, LNZ308, and LN229 cells. The results are representative of three independent experiments. # *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 4:**
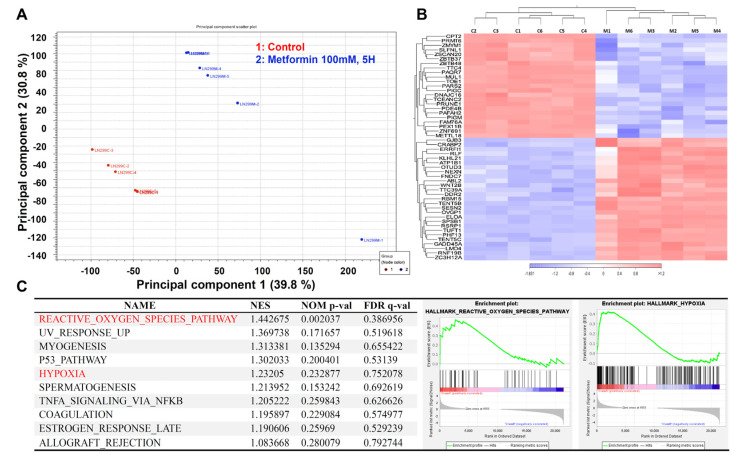
The effect of metformin on the transcriptome of LN229 cells. LN229 cells were treated with vehicle or 100 mM metformin for 5 h. Total RNA was extracted for RNA sequencing analysis. (**A**) PCA revealing different clusters of metformin-treated and control cells. (**B**) Heatmap showing the top differentially expressed genes in both groups. (**C**) GSEA study highlighting the increase in ROS and hypoxia in metformin-treated LN229 cells.

**Figure 5:**
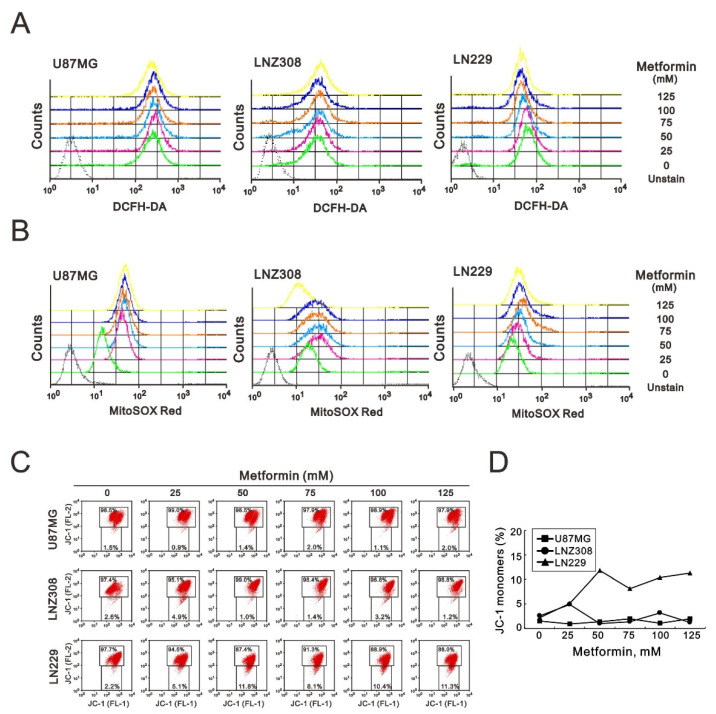
The effects of metformin on cytosolic ROS, mitochondrial ROS, and mitochondrial membrane potential in GBM cells. U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations. After 3 h, (**A**) the cytosolic ROS was measured with DCFH-DA, and (**B**) the mitochondrial ROS was measured with the MitoSOX Red kit using flow cytometry analysis. (**C**) U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations for 5 h. The integrity of the mitochondrial membrane potential was measured with JC-1 dye using flow cytometry analysis. Their quantification of monomer (FL-1, green fluorescence) form of the dye showed as (**D**).

**Figure 6:**
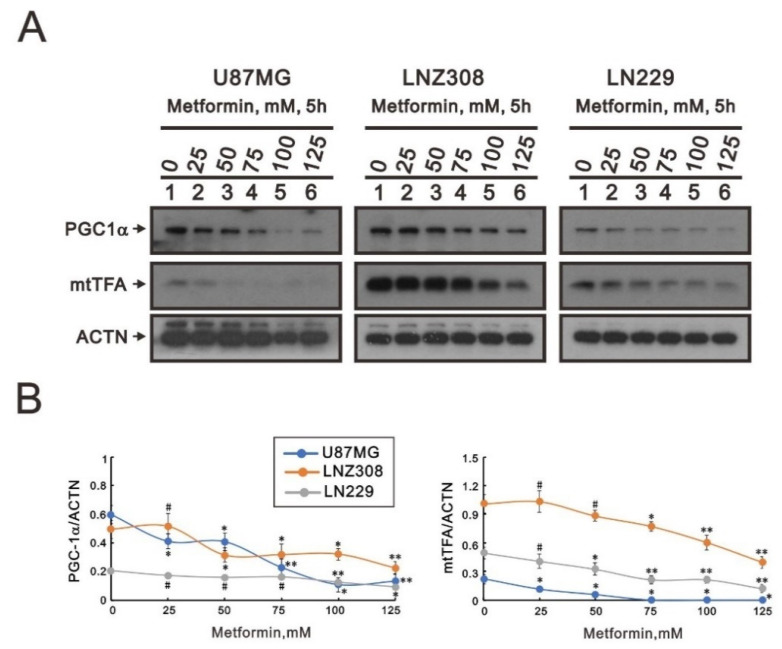
The effects of metformin on mitochondrial biogenesis in GBM cells. U87MG, LNZ308, and LN229 cells were treated with the indicated metformin concentrations. After 5 h, cell lysates were collected and subjected to (**A**) Western blotting analysis using antibodies against PGC-1α and mtTFA. ACTN was used as the protein-loading control. The protein bands were quantified through pixel density scanning and evaluated using ImageJ, version 1.44a (http://imagej.nih.gov/ij/) (accessed on 15 July 2022). (**B**) The ratios of PGC-1α/ACTN and mtTFA/ACTN were plotted in the U87MG, LNZ308, and LN229 cells. The results are representative of three independent experiments. # *p* > 0.05, * *p* < 0.05, and ** *p* < 0.01.

**Figure 7:**
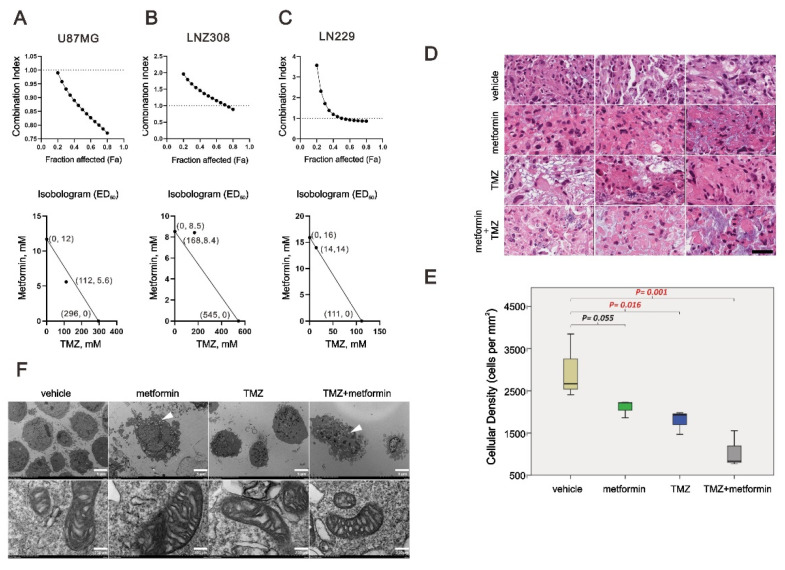
The combination index of TMZ and metformin in GBM cells. U87MG, LNZ308, and LN229 cells were treated with 0, 15.625, 31.25, 62.5, 125, 250, 500, 1000, 2000 m, and 4000 µM TMZ and 0, 3.125, 6.25, 12.5, 25, 50, 100, and 200 mM metformin for 72 h. Metabolic activity was measured using MTS assays. The combination index of TMZ plus metformin in U87MG (**A**), LNZ308 (**B**), and LN229 (**C**) cells. Isobolograms (ED_50_) of TMZ or metformin were calculated using CalcuSyn software. (**D**,**E**) Patient-derived organoid culture was separated into four groups with different drug supplements, including Vehicle, 50 mM metformin, 100 µM TMZ, and combined 50 mM metformin with 100 µM TMZ. Scale bar = 50 μm. (**F**) LN229 cells were treated with 50 mM metformin, 12.5 µM TMZ, or their combination. After 48 h, the detailed mitochondrial structure of LN229 cells was investigated using the H-7500 TEM. Scale bar = 5 μm (top) and 250 μm (bottom).

**Figure 8:**
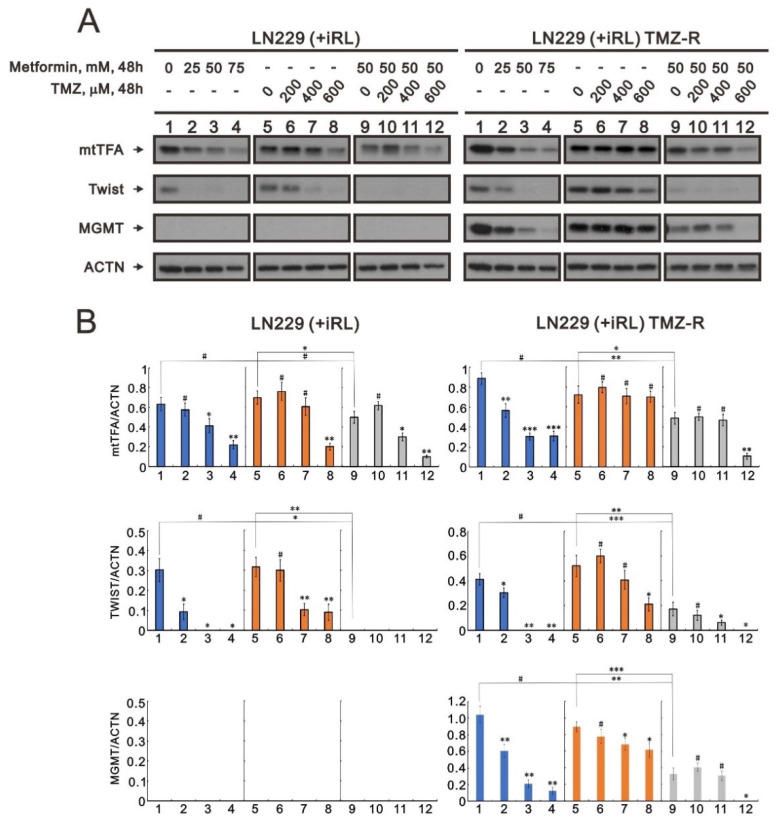
The effects of metformin, TMZ, and their combination on MGMT proteins in TMZ-resistant LN229 cells. LN229 parent and resistant cells, LN229 (+IRL) and LN229 (+IRL) TMZ-R cells, were treated with the indicated concentrations of metformin, TMZ, and their combination. (**A**) After 48 h, cell lysates were collected and subjected to Western blotting analysis using antibodies against mtTFA, Twist, and MGMT. ACTN was used as the protein-loading control. The protein bands were quantified through pixel density scanning and evaluated using ImageJ, version 1.44a (http://imagej.nih.gov/ij/) (accessed on 15 July 2022). (**B**) The ratios of mtTFA/ACTN, TWIST/ACTN, and MGMT/ACTN were plotted in the LN229 (+IRL) and LN229 (+IRL) TMZ-R cells. The results are representative of three independent experiments. # *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Table 1:** Molecular characterization of the glioma cell lines by combining our experiments and literature.

Gene	Cell line		
	U87MG	LNZ308	LN229
*IDH1*	Mutant (R132H)	WT	WT
*p53*	WT/WT	intragenic deletion loss by translocation	Codon 98 CCT(Pro)→CTT(Lys)
*ATRX*	Mutant	Mutant	Mutant
*PTEN*	splice (del. exon 3) in frame deletion	splice (del. exon 6) frameshift	WT
*p16*	del	WT	del
*p14^ARF^*	del	WT	del
*Integrated Dx*	IDH-mutant astrocytoma, Gr 4	IDH-wildtype glioblastoma, Gr 4	IDH-wildtype glioblastoma, Gr 4

## Data Availability

GSE208773 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208773) (accessed on 15 July 2022).

How the deposited data were processed for this re-analysis (not part of the article)

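RNA of the human glioblastoma line LN229 was sequenced in 12 libraries, 6 of control cultures and 6 of cultures given 100 mM metformin for 5 h. The conditions come from the sample labels, and the time from the legend of Fig. 4. The labels call the controls untreated and the legend calls them vehicle. No batch or day is given in the sources used here.

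The authors deposited 1 table per library. Its TPM values were computed by the authors and sum to the same total in each library. The deposited RPKM values are reads per length of exon and library size, as computed by the authors. The deposited counts are whole reads per gene in exons, in introns and across exon junctions, with no normalization by the authors. The deposited fractions, such as the share of intron reads among the reads of a gene, were computed by the authors and were not used here. The aligner, the counter and their versions are not given in the sources used here. The submitters' processing notes name GRCm38 and mm10, but 21377 of 21462 gene identifiers are in the human GENCODE release 29, 21356 lie over the same gene there and 12017 have the same start and end. Coordinates are those of the files. Whether reads were counted by strand is not given in the sources used here, so reads of overlapping and antisense genes cannot be told apart.

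Genes sharing a symbol were summed, which left 21446 genes. Genes with a mean TPM of at least 1 over the 12 libraries entered the tests, which left 11306. The paper's methods name TPM, limma and an adjusted p under 0.05; they give no filter, pseudocount or covariate. Accordingly limma 3.58.1 (R 4.3.3) with a trended prior was run on log2(TPM + 1) with condition as the only term and Benjamini-Hochberg adjustment. Since the files also hold counts, edgeR 4.0.16 with the quasi-likelihood test was run on exon read counts of the same genes as an alternative. Gene lists (38, of which 34 had at least 5 measured members) were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Preranked enrichment used fgsea 1.28.0 on 32 lists of 10 to 500 members with 10000 permutations, a number raised after the default gave no value for the hypoxia list in 2 of the alternatives. The hallmark files were not used here, and the members of both hallmark lists were written down from knowledge of the collection. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.

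The tests were tried on simulated data. Among 11107 genes limma recovered 93 of 100 genes changed by 0.5 on the log2 scale and 100 of 100 changed by 1, with 7 false calls. On 11306 genes edgeR recovered 92 of 100 and 100 of 100, with 7 false calls. The simulated counts had the means and spread of the control libraries in both groups, and equal numbers of well-read genes raised and lowered. They hold neither the wider spread of the real metformin libraries nor a change in many genes, so these rates may not carry over to the real data. Replicates were compared pairwise and none differed by less than the sampling noise. Genes with 3 reads or fewer in each group, summed over its libraries, were taken as at the floor and given no fold change.

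The genes named in the text follow a rule set before the data were examined: the genes whose products the paper measures or names, the genes legible in Fig. 4B (whose direction was seen there), the 10 largest increases and 10 largest decreases among called genes whose libraries do not overlap, and up to 4 members per list, those with the smallest p in the direction most called members take and then the largest change the other way. Not all genes the rule takes are named, and the upstream genes named beside some of them were found after the values were seen. The lists, the tests and all alternatives but those named next were also set then. Alternatives covered the pseudocount, the filter, RPKM, quantile normalization, median-ratio scaling, variance models, array weights, ranking, a replicate block, the tool and leaving out each library. Added after seeing the data were the removal of a trend on gene length, median-ratio scaling for the list tests, and edgeR without metformin replicate 1. Intron reads were compared with edgeR in 11118 genes with a mean of at least 10 intron reads.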

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

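The tests of upstream genes and of gene length were chosen after their patterns were seen, as was the scaled form of the test of response strength; the other tests were set before.

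Metformin replicate 1 lies far from the other metformin libraries. It scored 118 on principal component 1 and 49.9 on component 2, had 14331617 exon reads and 14016 genes above 0, and 38.1% of its exon reads spanned exons against 45.7% to 48.1% in the others. Its TPM was far below the other 5 for OVGP1 (20.5), FGF18 (16.6), KLF5 (17.2), NPC1L1 (5.54), EDN1 (1.45), CYREN (2.80), PRMT6 (0.681), RSRP1 (67.04), ERRFI1 (61.1), ATF3 (43.8), SLC2A1 (71.4), IER5 (135), DUSP1 (14.6), ATF4 (745), SESN2 (61.3), CDKN1A (793), HSPB8 (81.6), NDRG1 (127), VEGFA (15.3), SRXN1 (21.9), SNAI1 (20.7), ESAM (6.54), VIM (450), TFAM (20.4) and IDH1 (13.3), and far above them for RPL13A (11285), RPL3 (4550) and TPI1 (1512). In all, 37 of 180 groups tested held such a library and 33 of the 37 were metformin replicate 1, where chance gives about 1 in 20, or 9. Elsewhere ZNF691 was at 0.354 TPM in metformin replicate 6, CCDC71 at 44.1 in control replicate 2, and SLC16A3 at 66.1 and PMS2 at 19.7 in control replicate 3.

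A wrong label is argued against, since over the genes called without it metformin replicate 1 moved in the direction of the call by 183% of the median of the other 5. A stronger response of that culture was to show as a larger change, which this value meets, but the measure also holds the library's overall shift in TPM: after median-ratio scaling, a form added once the first value had been seen, it was 103%. Its 14016 genes above 0 and the 22.8% of TPM in its 20 most abundant genes lie outside the other 11 libraries by less than their range, and a trend on exon length takes 27.3% of its squared deviation, between the bounds set. Given the library totals, its exon counts differed from those of the other metformin libraries by a chi-square of 176 to 360 per gene. Pairs of the other metformin libraries gave 3.63 to 64.5, and sampling noise alone gives about 1. These values argue against lower depth alone. A few abundant genes, a loss of long transcripts and a stronger response cannot be told apart for this library. Metformin replicate 1 had the lowest mean exon length weighted by TPM, 1921, against 2402 to 2812 in the other 11 libraries. Ties to exon length are not confined to it, though. The Spearman correlation of a library's deviation from the mean of all libraries with exon length was -0.50 in metformin replicate 1. In the others it ran from -0.34 (metformin replicate 2) to 0.46 (control replicate 3).

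Intron reads, which the paper did not analyse, changed in 6842 of 11118 genes (edgeR adjusted p under 0.05), 3482 higher and 3360 lower. Zinc finger genes had 30 higher and 102 lower introns among 203, so their decrease is seen in unspliced reads too. A block of transcription was to lower immediate early genes as well, but these rose (camera adjusted p = 6.1e-12), which argues against it. That p is lost with an estimated correlation (0.574), and of 17 immediate early genes with intron reads 5 were higher and 8 lower.

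Genes low in control tended to rise where an expressed gene lies upstream: of 756 genes tested with a control TPM under 2, 144 rose by at least 1 on the log2 scale, and 82 of them (56.9%) had a gene of at least 10 TPM in control upstream on the same strand within 20 kb or overlapping, against 146 of the 612 others (23.9%; odds ratio 4.22, Fisher's exact p = 7.6e-14), with odds ratios of 0.63 to 0.82 in the other 3 positions. The filter on mean TPM lets the lowest genes in only if they rose, so the comparison was repeated on 3078 low genes chosen from control reads alone (at least 10 reads): 231 of 537 that rose had such a gene, against 490 of 2541 others (odds ratio 3.16, Fisher's exact p = 4.9e-29). Genomic DNA is argued against, since low genes with no expressed gene within 100 kb had a median log2 change of -0.23 (149 genes tested) or -0.48 (692 chosen from control reads). Transcription that runs on from the gene upstream may raise these values, and so may spliced transcripts of the genes themselves. In risen low genes with such a neighbour, the median share of exon reads that span exons in metformin was 28.2%. This is 143% of the 19.7% of genes risen from a higher level, but both lie below the 38.1% to 48.1% of whole metformin libraries. Introns held 37.2% of the reads of these low genes against 4.74%. Both remain open.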

How the results depend on the processing

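The removal of a length trend, median-ratio scaling of the list tests and edgeR without metformin replicate 1 were chosen after seeing the data. Of 27 alternatives, 25 left the genes called metformin against control within 1.5 times of 5630; array weights gave 8598 (2754 higher) and an absolute log2 fold change of at least 1 gave 1807 (357 higher, 1450 lower). The genes higher in metformin, 905, became 1642 with no filter, 2342 with quantile normalization (3073 lower), 2570 with median-ratio scaling (2927 lower), 2768 in edgeR (2937 lower) and 3666 in edgeR without metformin replicate 1. Leaving out 1 library gave 4994 to 7507 genes called, 811 to 1933 higher and 4157 to 5574 lower, and the highest of each is without metformin replicate 1. The share of the sum of squares between groups stayed at the smallest p in all 22 alternatives, from 43.1% to 77.4%. The share of principal component 1 was 58.0% with quantile normalization and 57.1% with median-ratio scaling, and leaving out 1 library gave 62.2% to 77.8%. The NES of the reactive oxygen species pathway list kept its call in all 26 alternatives (1.59 to 2.83). That of the hypoxia list kept it in 25 of 26, and with signal-to-noise ranking and permuted splits it was 1.36 (permutation p = 0.14). Of the gene list tests, 18 passed, 0 with an estimated correlation (4 at an unadjusted p under 0.05), 16 with quantile normalization, 16 with median-ratio scaling, 15 with the length trend removed and 21 without metformin replicate 1; fry, a test against no change, passed 17, of which 9 are among the 18.

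Of 2123 values of 82 named genes, 2066 kept direction and call or turned direction with no call in either fit. A further 19 lost the call (MT-CYB, NRF1, POLRMT and RPL3), 29 gained it (ATRX, CDH2, IDH1, MKI67, SOD1, SOD2 and TFAM) and 9 turned direction with a call in at least 1 of the fits. Turns with no call, such as SOD1 from 0.11 to -0.24 with the length trend removed, are among the 2066. The log2 fold change of NRF1, -0.27, was 0.20 with quantile normalization, 0.13 with median-ratio scaling, 0.13 in edgeR and 0.033 in edgeR without metformin replicate 1. The log2 fold change of VIM, -0.019, was 0.41 with median-ratio scaling, 0.18 without metformin replicate 1, 0.15 with array weights, 0.39 in edgeR and 0.42 in edgeR without metformin replicate 1, and from -0.077 (without metformin replicate 3) upward with 1 library left out. The cause was not tested. With the replicate number as a block 5685 genes were called, 915 higher. The deviations of same-numbered libraries from their group means correlated at -0.64 to 0.73. These correlations show no pairing by number and cannot exclude it. Of 100 splits of the 12 libraries, drawn with the real one among them, 1 called as many genes in limma, the real one with 5630, and the highest of the others called 0. The other splits mix control and metformin libraries on each side, so the real difference widens the spread within their sides. Few or no calls in them were thus likely beforehand, and the count does not tell metformin from other differences between the groups. No change can be given for genes such as MGMT, with 0 of 124765510 exon reads in control and 1 of 109459099 in metformin. A gene that is hardly expressed or not expressed gives such counts.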

Differences from the paper's values

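The share of variance of principal component 1 was 64.8%, and the paper's is about 40% in Fig. 4A, read by eye. With quantile normalization (58.0%) and median-ratio scaling (57.1%), both set before the data were examined, the value is within 1.5 times of the paper's; with the smaller pseudocount, no filter, the higher filter, RPKM, genes of one symbol kept apart, unit variance, TPM without log and each library left out it is not.

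The NES of the reactive oxygen species pathway list was 1.90, and the paper's is about 1.4 in Fig. 4C, read by eye; its adjusted p was 0.0020, and the paper's is about 0.39. The NES of the hypoxia list was 2.31, and the paper's is about 1.2; its adjusted p was 3.6e-11, and the paper's is about 0.75. The NES of the reactive oxygen species list is within 1.5 times of the paper's and that of hypoxia is not; the paper gives no error for either. Of the alternatives set before the data were examined, signal-to-noise ranking with permuted splits brings the NES of hypoxia within 1.5 times of the paper's, at 1.36 (unadjusted permutation p = 0.14), and no filter comes nearest for the reactive oxygen species list, at 1.59. Over these alternatives the p was at most 0.0232 for the reactive oxygen species list and at most 0.14 for hypoxia, below the paper's by more than 1.5 times. The lists were written from knowledge of the collection and may differ from the version the paper used, and the p-values are adjusted over 32 lists. The paper's text calls the pathway of ROS generation significantly increased, and its figure places that pathway first. Here the lists of the cytosolic ribosome (NES 3.89), immediate early genes (2.96), osmotic stress (2.87), heat shock (2.53), p53 targets (2.47), complexes II to V (2.37) and ATF4 (2.34) stand above both; these are not hallmark lists.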

Other observations

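Several lists of mitochondrial and other genes had members that changed while camera did not call the list. Fry, a test against no change that was run on unscaled values only, called the first 3 downward. Its adjusted p was 0.012 for mitochondrial biogenesis, 3.9e-05 for the mitochondrial ribosome and 0.00034 for GPI anchor synthesis. Of 18 genes of mitochondrial biogenesis 1 was higher and 9 lower (the same adjusted over the list alone; camera adjusted p = 0.636; 3 and 7 after median-ratio scaling), among them MTERF1 at a log2 fold change of -2.18 and TFB1M at -1.30. Of 77 genes of the mitochondrial ribosome 2 were higher and 41 lower (2 and 43 adjusted over the list alone; 0.0586), but 4 and 9 after median-ratio scaling; without metformin replicate 1 the list was called downward (0.00031). Of 26 genes of GPI anchor synthesis 1 was higher and 16 lower (1 and 18 adjusted over the list alone; 0.0673), with PIGC at -2.12, and 2 and 7 after scaling; without metformin replicate 1 it too was called (0.035). Nuclear subunits of complex I (37 measured, 0 higher and 3 lower; 0 and 2 adjusted over the list alone; 1 and 1 after scaling) and of complexes II to V (38, 3 and 1; 0 and 1; 11 and 0) stood above the median of all genes (camera adjusted p = 0.0021 and 1.2e-05), as did genes of lysosome and autophagy (34, 7 and 6; 6 and 4 alone; 16 and 2 after scaling; 0.0029), replication-dependent histones (31, 4 and 9; 4 and 8 alone; 8 and 4 after scaling, which turns the balance; 0.017) and epithelial markers (7, 3 and 1, also alone; 4 and 1 after scaling; 0.017); with an estimated correlation the adjusted p was 0.718, 0.574, 0.718, 0.421 and 0.574. Without metformin replicate 1 the call of complex I was lost (0.261) and that of the histones too (0.053). After median-ratio scaling the calls of the histones (0.188) and epithelial markers (0.271) were lost, and cholesterol synthesis (0.00074) and the unfolded protein response of the endoplasmic reticulum (0.048) were called upward. With the length trend removed, a setting chosen after seeing the data, the calls of complex I (0.243) and the histones (0.333) were lost and the mitochondrial ribosome was called downward (0.0053).

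Camera made no call for the other lists, given as measured, higher, lower and camera adjusted p. These were mesenchymal genes (28, 5, 5, 0.0582), S phase (38, 1, 16, 0.547), G2 and M phase (35, 2, 10, 0.352), pro-apoptotic genes (23, 3, 10, 0.979), anti-apoptotic genes (10, 1, 5, 0.860), the mitochondrial unfolded protein response (12, 0, 5, 0.823), that of the endoplasmic reticulum (22, 3, 4, 0.103), NF-kB early response (17, 4, 7, 0.340), cholesterol synthesis (24, 1, 3, 0.112), fatty acid oxidation (18, 0, 5, 0.860), AMPK subunits and mTOR regulators (19, 4, 7, 0.340) and astrocyte and glioma markers (8, 1, 4, 0.860). Adjusted over the list alone the counts are the same apart from G2 and M phase (1 and 8) and the endoplasmic reticulum (3 and 3). After median-ratio scaling the counts of higher and lower genes were 11 and 4 for mesenchymal genes, 9 and 8 for S phase, 11 and 6 for G2 and M phase, 5 and 6 for pro-apoptotic and 2 and 5 for anti-apoptotic genes, 3 and 2 for the mitochondrial unfolded protein response, 8 and 2 for that of the endoplasmic reticulum, 7 and 4 for NF-kB, 13 and 1 for cholesterol synthesis, 5 and 1 for fatty acid oxidation, 6 and 5 for AMPK and mTOR and 2 and 2 for astrocyte and glioma markers, so the balance of most turns or narrows. Fry called S phase (adjusted p = 0.049), pro-apoptotic (0.0023) and anti-apoptotic genes (0.029) downward. It also called the mitochondrial unfolded protein response (0.027) and fatty acid oxidation (0.022) downward. These calls rest on unscaled values, where the median log2 fold change of all genes was -0.37. After median-ratio scaling the medians of these lists, in the same order, were 0.043, -0.028, -0.27, 0.14 and 0.22. Without metformin replicate 1 the mesenchymal list was called upward (0.026), as were NRF2 targets (0.026) and cholesterol synthesis (0.016). Too few members were measured for a test of metallothioneins (3, none called), macrophage markers (4, 2 higher), neuron markers (4, 2 lower; 1 higher and 2 lower adjusted over the list alone) and endothelial markers (1, ESAM, higher); CD14, a macrophage marker, rose from 0.379 to 10.2 TPM and ESAM from 1.31 to 10.1, both from a control TPM under 2 and with an expressed gene upstream on the same strand, NDUFA2 at 5039 bp and MSANTD2 at 4208 bp.

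Among proteins the paper measured, transcripts in LN229 cells were as follows. The paper stained Ki-67 in slices of tumour tissue and blotted MGMT in LN229 (+IRL) cells and their resistant line, both after longer treatment. RNA of LN229 cells at 5 h cannot be set directly against those proteins. CDH2 (N-cadherin) had a log2 fold change of 0.034 (limma adjusted p = 0.931) and was called higher after median-ratio scaling (adjusted p = 0.047) and in edgeR (0.038). VIM (vimentin) had -0.019 (limma adjusted p = 0.939) and was called higher after median-ratio scaling (adjusted p = 0.0018), in edgeR (0.0013), without metformin replicate 1 (0.00044) and with array weights (0.00039), but not with quantile normalization (log2 fold change of VIM -0.20, adjusted p = 0.444). TWIST1 fell by 0.82 (limma adjusted p = 0.00031), and was lower in edgeR too (-1.19). TFAM (mtTFA) had 0.015 (limma adjusted p = 0.975); it was at 20.4 TPM in metformin replicate 1 and at 70.5 to 98.3 in the others, and without that library it was called higher (0.36, limma adjusted p = 0.011). MKI67 (Ki-67) had 0.42 (limma adjusted p = 0.343) and was called higher without that library (limma adjusted p = 0.0188) and after scaling (0.0056). PPARGC1A (PGC-1 alpha) had 1 read in control and 1 in metformin and MGMT 0 and 1, both under the floor of 3 reads. Of genes the paper names without measuring their proteins, IDH1 had 0.049 (limma adjusted p = 0.868) and 0.46 after scaling (limma adjusted p = 0.00040), and ATRX 0.28 (limma adjusted p = 0.619). NRF1 (-0.27) passed narrowly in limma (adjusted p = 0.0496) and not after median-ratio scaling (0.300). POLRMT, the mitochondrial RNA polymerase, fell by 0.71 (limma adjusted p = 1.8e-05), a call lost after median-ratio scaling (adjusted p = 0.106). CDKN2A had 2 reads in control and 0 in metformin, also under the floor. The paper lists p16 and p14ARF, both encoded by CDKN2A, as deleted in LN229.

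A high concentration of a solute may make the medium hypertonic, which needs genes of osmotic stress to rise: they did (camera adjusted p = 1.1e-09). Activation of ATF4 may account for the rise of its list (camera adjusted p = 1.6e-06). Activity of hypoxia-inducible factor may account for its core targets standing above other genes (camera adjusted p = 0.0030), but fry, the test against no change, did not call them (adjusted p = 0.805). All 3 calls are lost with an estimated correlation (adjusted p = 0.421, 0.574 and 0.718).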
